# Integrated Transcriptomic and Translatomic Inquiry of the Role of Betaine on Lipid Metabolic Dysregulation Induced by a High-Fat Diet

**DOI:** 10.3389/fnut.2021.751436

**Published:** 2021-10-11

**Authors:** Tengda Huang, Lin Yu, Hongyuan Pan, Zeqiang Ma, Tian Wu, Lifang Zhang, Kang Liu, Qi Qi, Weiwei Miao, Ziyi Song, Haojie Zhang, Lei Zhou, Yixing Li

**Keywords:** Ribo-seq, RNA-seq, betaine, translational efficiency, NAFLD

## Abstract

An excessive high-fat/energy diet is a major cause of obesity and linked complications, such as non-alcoholic fatty liver disease (NAFLD). Betaine has been shown to effectively improve hepatic lipid metabolism. However, the mechanistic basis for this improvement is largely unknown. Herein, integration of mRNA sequencing and ribosome footprints profiling (Ribo-seq) was used to investigate the means by which betaine alleviates liver lipid metabolic disorders induced by a high-fat diet. For the transcriptome, gene set enrichment analysis demonstrated betaine to reduce liver steatosis by up-regulation of fatty acid beta oxidation, lipid oxidation, and fatty acid catabolic processes. For the translatome, 574 differentially expressed genes were identified, 17 of which were associated with the NAFLD pathway. By combined analysis of transcriptome and translatome, we found that betaine had the greater effect on NAFLD at the translational level. Further, betaine decreased translational efficiency (TE) for IDI1, CYP51A1, TM7SF2, and APOA4, which are related to lipid biosynthesis. In summary, this study demonstrated betaine alleviating lipid metabolic dysfunction at the translational level. The transcriptome and translatome data integration approach used herein provides for a new understanding of the means by which to treat NAFLD.

## Introduction

With continuous improvement in living standards, dietary changes have significantly increased consumption of high-fat and high-energy foods, resulting in a worldwide increase in the incidence of an overweight and obese population (1). Obesity is a metabolic disease, which increased risk for non-alcoholic fatty liver disease (NAFLD), type 2 diabetes mellitus, cardio-vascular disease, hypertension, coronary heart disease, and cancer (2). NAFLD definition is steatosis of more than 5% of hepatocytes which is not due to drink alcohol (3). The progression of NAFLD steatosis to non-alcoholic steatohepatitis significantly increases the risk of cirrhosis, liver failure, and hepatocellular carcinoma (4). It is estimated that 25% of the world's adults has NAFLD, which is now the number one cause of liver disease in the world (5).

The human liver is an important lipid metabolic organ. It consumes fat through lipid oxidation and secretes fat in the form of very low-density lipoproteins (6). Hepatic triglyceride (TG) accumulation is closely related to NAFLD (7). The pathophysiological mechanism of NAFLD has not been fully elucidated, and there is a lack of effective and specific therapeutic drugs for use in clinical practice (8). Only by properly controlling the metabolic status of patients, through diet and exercise, can treatment be effective (9). Therefore, discovery of new drugs, therapeutic approaches, and therapeutic targets are essential.

Betaine (trimethylglycine) is widely distributed in animals, plants, and microorganisms. Dietary sources include seafood, spinach, and wheat bran (10). Physiologically, betaine functions as a methyl donor and osmotic regulator (11) has been shown to effectively improve NAFLD. In obese mice, betaine attenuated hepatic steatosis by reducing methylation of the microsomal triglyceride transfer protein promoter through elevation of genomic methylation (12). Betaine has also been shown to prevent high-fat diet-induced NAFLD by regulation of the FGF10/AMPK signaling pathway in ApoE^−/−^ mice (13). In mice fed a high-fat diet, betaine prevents the progression of NAFLD, activates AMPK, and decreases acylcarnitine levels (14). Betaine supplementation substantially increased hepatic monoacylglycerol transferase, which is a key enzyme for the synthesis of TG (15). Although genetic, epigenetic, transcriptional, and protein regulatory studies have assessed the role of betaine in NAFLD, little is known of betaine's effect on translational regulation in NAFLD. This lack of knowledge hinders a complete understanding of the betaine mechanisms of role.

Proteins are functional gene products, which are regulated by mRNA generation, degradation, translation, and degradation (16). Translational regulation is indispensable to genetic information transmission, accounting for more than half of all regulatory gene expression (17). A novel method, ribosome footprints (RFPs) sequencing (Ribo-seq) has recently been proposed, providing a genome-wide view of the translational process by deep sequencing of ribosome-protected fragments (RPFs) (18). Ribo-seq enables gene identification and quantification at the genomic translational level, which has been widely used in different species including human (19), mouse (20), zebrafish (21), drosophila (22), rice (23), and maize (24). Ribosome profiling data are characterized by 28–32 nt RFP length, RFP distribution, and translation efficiency (TE) (25), providing valuable information for exploration of biological questions.

In order to investigate the translational effect of betaine on liver TG accumulation, a conjoint technology of RNA-seq and ribosome profiling was used to obtain a snapshot of the translational portrait of mice fed a high fat diet and treated with betaine. Comparisons were made to mice only fed a high fat diet. This study provides a new understanding and a potential means by which to prevent NAFLD.

## Materials and Methods

### Animals

Eight-week-old male C57BL/6 mice were purchased from Guangxi Medical University (Naning, China) and resided in a standard laboratory environment with room temperature of 22 ± 1 °C and 12/12 h light/dark cycle (26). Drinking water is sterilized and accessible.

### Experimental Procedures

Figure 1 shows the experimental study design. We randomly selected 18 mice into three groups: a control group (C group, *n* = 6), a high-fat model group (M group, *n* = 6) and a betaine treated group (B group, *n* = 6). The mice in the C group were fed with a standard diet (10% kcal fat). The M and B groups were fed a high-fat diet (45% kcal fat) for 17 weeks (10, 27, 28). Betaine was dissolved in water at a concentration of 2% w/v (29). Betaine was purchased from Beijing Solarbio Science & Technology Co., Ltd., Beijing, China. At the end of the 25th week, the mice were anesthetized for liver collection. The liver samples were frozen in liquid nitrogen and stored at −80°C until analysis. Besides, two mice closest to the average body weight were selected for high-throughput sequencing in group M and group B, respectively.

**Figure 1:**
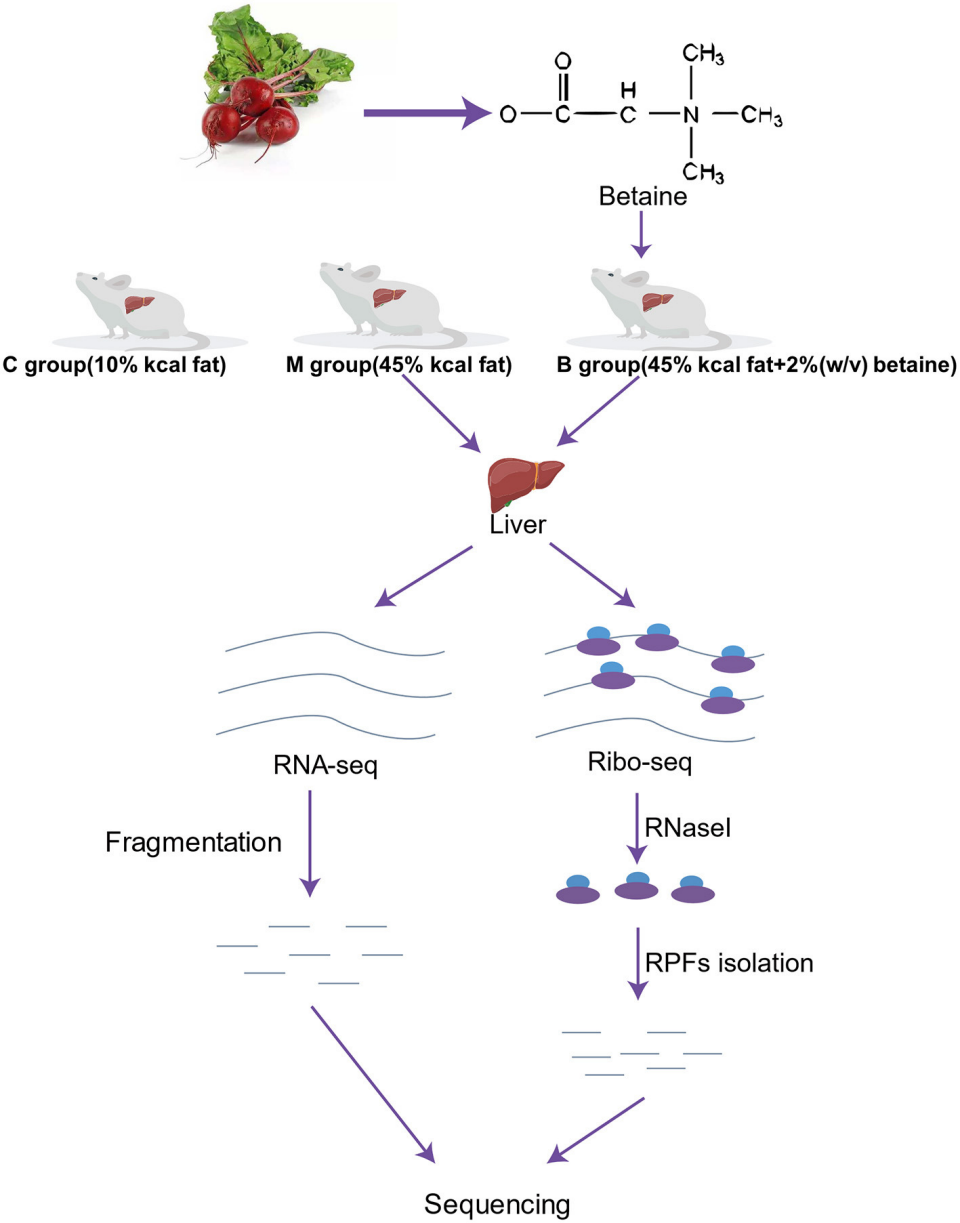
Workflow of the study design and high-throughput sequencing. C, control group; M, model group; B, betaine group.

### Cell Culture

HepG2 cells were purchased from National Collection of Authenticated Cell Cultures (Beijing, China) and cultivated in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum at 5% CO_2_ and 37°C. When there was an 80% confluence, the cells were seeded into 24-well plates. After 48 h, HepG2 cells were divided into two groups: cells in the OAPA group were cultured with oleic acid (OA, 200 mM) and palmitic acid (PA, 100 mM); cells in the OAPA + Betaine group were cultured with oleic acid, palmitic acid, and betaine (2 mM).

### TG Detection and Oil Red O Staining

Liver and cell TG content was detected by a TG assay kit (Applygen Technology, Inc., Beijing, China) in accordance with the manufacturer's instructions. Ten microliters of liver frozen sections were stained with Oil Red O (Servicebio, Wuhan, China). The slides were viewed at 200× and 400× magnification.

### RNA Extraction and Transcriptome Sequencing

Total RNA was isolated from M and B groups using TRIzol® RNA extraction reagent (Ambion, Austin, Texas, USA) (30). The mRNA sequencing libraries were established following the TruSeq^TM^ RNA Sample Preparation Guide (Illumina, San Diego, California, USA) and sequenced with an Illumina HiSeq-2000 for 100 cycles. High quality reads that passed the Illumina quality filters were kept for sequence analysis.

### Extraction of RPFs and Ribo-Seq

RPFs extraction and sequencing were performed by a commercial service company (Chi-Biotech, Shenzhen, China) based on a previous study (31), with minor modification. A total of 90 mg of liver tissue was pre-treated with 100 mg/ml cycloheximide for 15 min, then washed three times by pre-chilled PBS prior to the addition of 2 ml of cell lysis buffer to T-75 flasks. Cell debris was removed by centrifugation at 16,200 × g for 10 min at 4°C. Supernatants were transferred into 1.5 ml pre-cooled tubes and 2 μl of Ribolock RNase Inhibitor (40 U/μl, Fermentas) was added to each tube. RNase I (10 U/μl, Fermentas) was then added at 0.2 μl per tube, followed by incubation for 15 min at 37°C, and the reaction terminated with 1% SDS. The digested samples were layered on the surface of 15 ml of sucrose buffer (30% sucrose). The ribosomes were pelleted by ultracentrifugation at 185,000 × g for 5 h at 4°C. RNA was then extracted using the Trizol method and ribosomal RNA (rRNA) was removed with a Ribo-Zero rRNA Removal Kit (Mouse) (Epicenter). The fragments with the insertion size of ~28 nt were separated and purified from a gel. This fragment was sequenced by Illumina HiSeq-2000 sequencer for 50 cycles.

### Bioinformatic Analysis

For both mRNA and RPF sequencing data sets, clean data were mapped to the reference genome (mm10) through the FANSe2 algorithm (32). The mRNA and RPFs in each sample were normalized by reads per kilo base per million reads (RPKM) (33). Differentially expressed genes (DEGs) were identified with the edgeR package (34). TE was calculated by RPKM _ribosome−profiling_/RPKM _RNA−seq_. Differential TE genes (DTEGs) were calculated by *t*-test. Principal component analysis (PCA), Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, and gene set enrichment analysis (GSEA) were performed using the OmicShare tools, a free online platform for data analysis (http://www.omicshare.com/tools). Protein-protein interaction (PPI) network analysis of DTEGs was conducted using the online STRING website (https://string-db.org/).

### Statistical Analysis

All results were analyzed by GraphPad Prism 8 and expressed as the mean ± standard error. The unpaired two-tailed *T*-test (for two groups) and one-way ANOVA (for multiple groups) were used to identify the significance of difference. If *P* < 0.05, the difference was considered statistically significant.

## Results

### Betaine Significantly Moderated Hepatic Fatty Deposition

From week 9, the body weight of mice in the M and B groups was significantly higher than that in the C group, indicating successful establishment of the high-fat animal model. There was no significant difference in body weight between the M and B groups (Figure 2A). In terms of liver weight, epididymal fat/body weight ratios, and feces TG levels, significantly higher were found in the M group compared with the C group, with no significant difference between the B and M groups (Figures 2B–D). Compared with the C group, the liver TG levels in the M group increased approximately 1.7 times. There was a significant reduction in hepatic TG levels in the B group compared with the M group (Figure 2E). The regulatory effect of betaine on TG accumulation in cultured HepG2 cells was assessed by adding oleic acid (200 μM, OA) and palmitic acid (100 μM, PA) to DMEM medium to simulate a high lipid environment. Compared with the OAPA group, intracellular TG levels for the OAPA + Betaine group were significantly reduced (Supplementary Figure 1). Moreover, a large number of liver lipid droplets were found in the M group by Oil Red O staining, while the number of lipid droplets was significantly decreased in the B group (Figure 2F). These results demonstrate betaine to reduce high fat diet-induced hepatic fat accumulation in mice.

**Figure 2:**
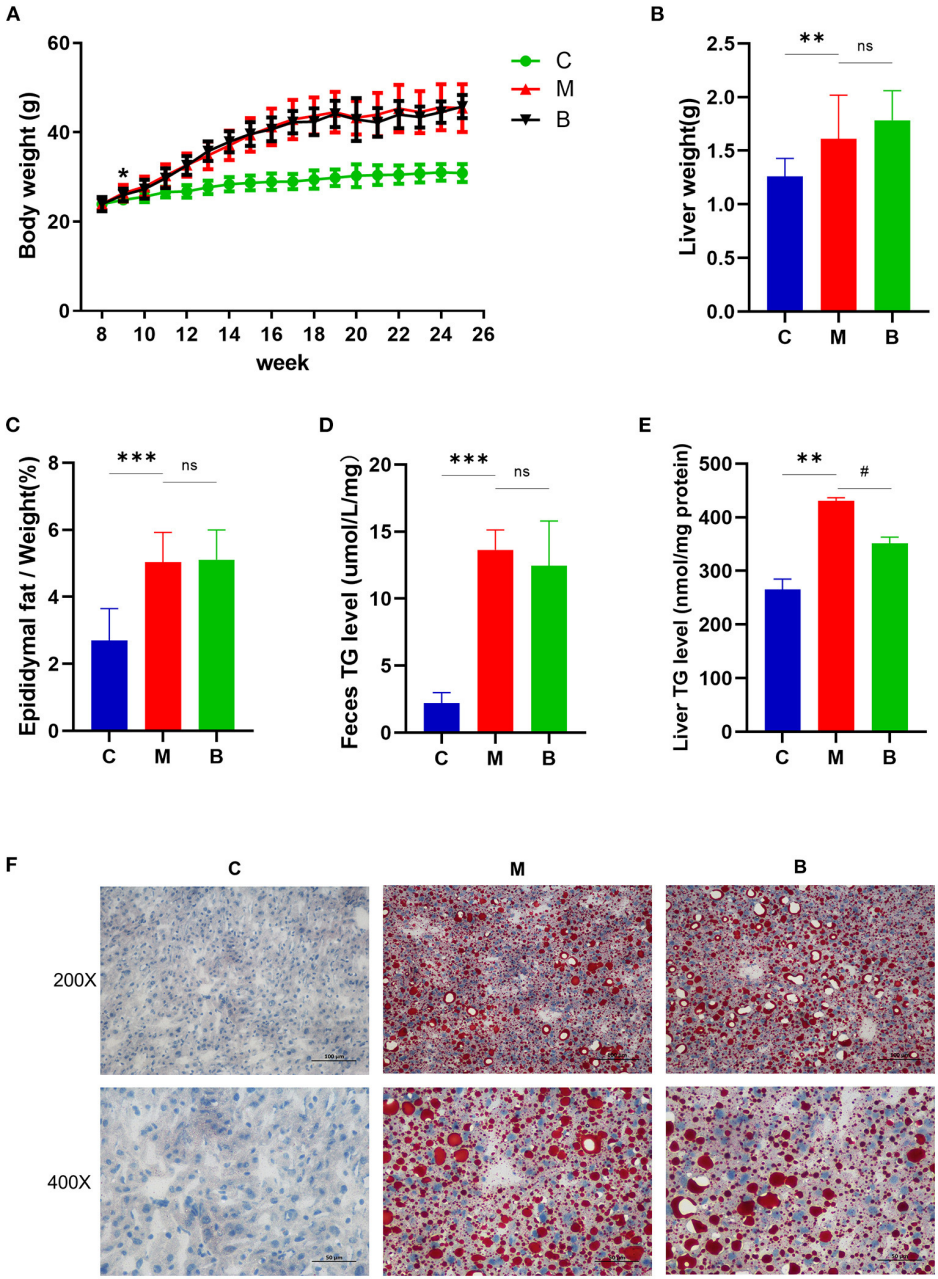
Body weight change and liver lipid levels of C, M, and B group mice. **(A)** The average body weight of mice in three groups at different times. **(B)** Liver weight. **(C)** The epididymal fat/weight (%). **(D)** Feces TG levels. **(E)** Liver TG levels. **(F)** Oil Red O staining (200 × and 400 × magnification) of the liver. *p or ^#^*p* < 0.05; **p < 0.01; ***p < 0.001.

### Overview of Trancriptome and Translatome

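RNA-seq and Ribo-seq libraries were made from the livers of mice on a high-fat diet with 45% of its energy from fat (M group) and of mice on the same diet with 2% (w/v) betaine in the drinking water (B group). RNA-seq reports the abundance of polyadenylated mRNA. Ribo-seq sequences ribosome-protected fragments (RPFs), the stretches of mRNA that a ribosome shields from RNase, and so reports the abundance of mRNA under translation. Each assay had 2 libraries per group, M1 and M2 for the M group and B1 and B2 for the B group. The authors mapped the reads to the mouse genome (mm10) with FANSe2 and deposited the RPKM of each gene in each library, its reads scaled by gene length and by the total of the library, for 24539 gene entries in RNA-seq and 25033 in Ribo-seq.

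The RPKM of genes with few reads lie on steps of 1 read. From these steps the total of each library and the whole number of reads behind 98.5% of the RNA-seq values above 0 and 99.99% of the Ribo-seq values above 0 were recovered. The RNA-seq libraries held 11661207 (M1), 11824128 (M2), 22543471 (B1) and 18082686 (B2) reads on genes. The Ribo-seq libraries held 387980 (M1), 1056546 (M2), 257086 (B1) and 141890 (B2) reads on genes. The largest total was 1.93 times the smallest in RNA-seq and 7.45 times the smallest in Ribo-seq. On a gene of 1 kb, 3 reads gave an RPKM of 0.257, 0.254, 0.133 and 0.166 in the RNA-seq libraries M1, M2, B1 and B2. In the Ribo-seq libraries the same 3 reads gave 7.73, 2.84, 11.7 and 21.1. These floors cover counting error only, since copies made by PCR are counted as separate reads.

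The M and B groups were compared with limma on log2(RPKM + 1), over the genes with a mean RPKM of at least 1 across the 4 libraries of an assay. Translation efficiency (TE) was the ratio of RPF to mRNA RPKM between the libraries of the same group and number.

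**Figure D1:**
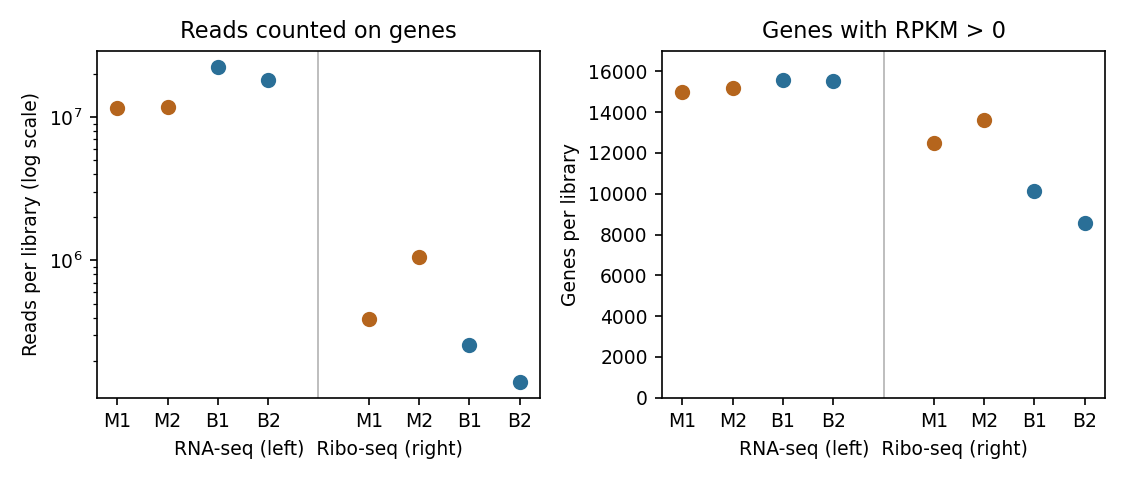
Reads counted on genes (left, log scale) and genes with an RPKM above 0 (right) in each library of RNA-seq and Ribo-seq, with 1 point per library, M group in brown and B group in blue. Both Ribo-seq libraries of the B group lie below both of the M group, with 257086 and 141890 reads against 387980 and 1056546.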

To evaluate betaine regulation of hepatic lipid metabolism, we compared ribosomal profiles of the M and B group livers by Ribo-seq and RNA-seq. 

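In RNA-seq, 14981 genes had an RPKM above 0 in M1, 15195 in M2, 15556 in B1 and 15536 in B2. Both libraries of the group listed 14329 genes in the M group and 14877 in the B group. When a group mean of at least 1 RPKM was required, the counts were 10801 genes in the M group and 10295 in the B group, so that the group with more genes changed.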

At the transcriptional level, 15,847 and 16,215 genes were identified in the M and B groups, respectively (RPKM > 0). At the translation level, 14,308 and 11,063 genes were identified in the M and B groups, respectively (RPKM > 0). 

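These counts take each gene with an RPKM above 0 in either library of the group. In single libraries, 12488 genes were listed in M1, 13599 in M2, 10115 in B1 and 8541 in B2. Both libraries listed 11779 genes in the M group and 7593 in the B group. With a group mean of at least 1 RPKM, 11562 and 10111 genes were counted. The reads of the M libraries were also drawn at random down to the totals of the B libraries. Over 20 draws, the M libraries then listed a median of 12262.5 genes (range 12221 to 12297) with M1 brought to the higher B total, and 12061 genes (range 11976 to 12097) with M2 brought to it.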

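The log2 of the group mean RPKM was examined over the genes above 0 in that mean. For mRNA it had a mean of 1.37 (SD 3.44 across 15843 genes) in the M group and 0.91 (SD 3.70 across 16211 genes) in the B group. Its most frequent values, in bins of 0.5, were centred on 3.25 in the M group and 2.25 in the B group. For RPF the mean was 2.37 (SD 2.64 across 14308 genes) in the M group and 2.97 (SD 2.36 across 11063 genes) in the B group, with the most frequent bin centred on 2.75 in both. The skewness of the RPF distribution was 0.311 in the M group and 0.846 in the B group, against -0.205 and -0.165 for mRNA. A gene with a single read in B2 already had an RPKM of 7.05 when it was 1 kb long, which sets a lower limit on the values that this library can show.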

The gene expression levels for both the transcriptome and the translatome were similar with normal distribution, log2 RPKM = 3 (Supplementary Figures 2A–D). The identification and quantification information for the transcriptome and translatome are shown in Supplementary Tables 1, 2. 

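Principal component analysis (PCA) was run on log2(RPKM + 1) of the tested genes, centred per gene, for each assay. For mRNA, the first component held 77.4% of the variance and separated the groups, with scores of -44.3 (M1) and -33.7 (M2) against 50.0 (B1) and 28.1 (B2). The second component held 13.6% and separated B1 (-19.9) from B2 (26.5). For RPF, the first component held 52.1% of the variance and separated B2 (114.7) from M1 (-43.1), M2 (-30.7) and B1 (-40.8). The second RPF component held 35.9%, with B1 at 88.3, B2 at 1.24, M1 at -57.8 and M2 at -31.8.

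**Figure D2:**
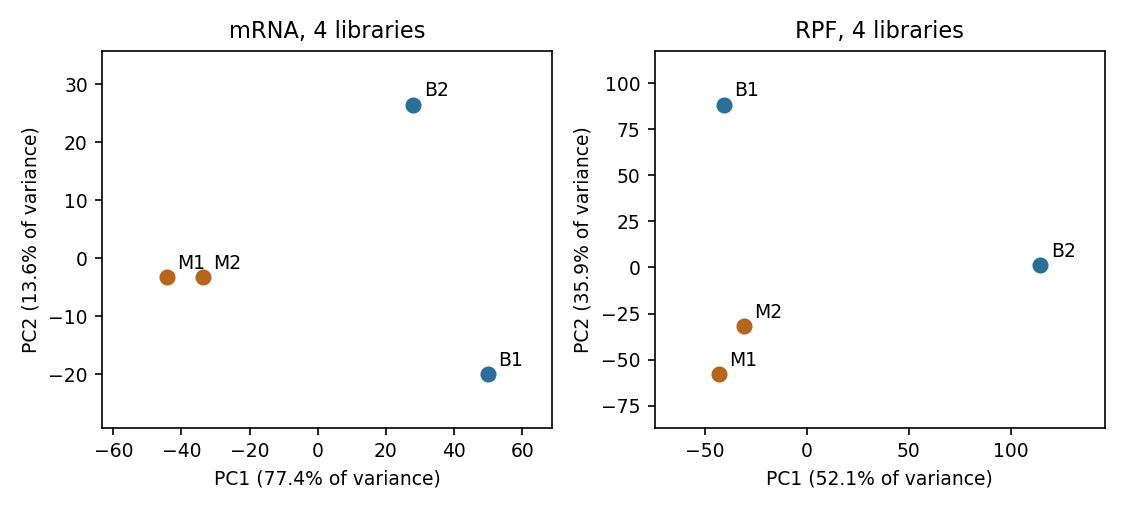
Scores of the 4 libraries on the first 2 principal components for mRNA (left) and RPF (right), with 1 point per library, M group in brown and B group in blue. For mRNA the first component (77.4% of the variance) parts M from B, and for RPF it (52.1%) parts B2 from the other libraries.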

PCA of RNA-seq and ribosome profiling showed that biological replicates for the M and B groups to be highly related (Supplementary Figures 2E,F). Supplementary Figure 2G demonstrates the RPFs length distribution peaked at 31 nt in both M and B groups, which was similar to that reported by other species (21–24). The pattern of RPF distribution ratios was similar for the M and B groups (Supplementary Figure 2H). The mRNAs protein-coding sequences (CDS) contained the majority of RPFs in the M and B group, with an average distribution ratio of 59.06 and 64.68%, respectively. The 3′UTR distribution ratio was 37.10 and 29.29%, respectively, for the M and B groups. The 5′UTR distribution ratio was 3.82 and 6.02% for the M and B groups for the RPF distributions, respectively. These data demonstrate the reproducibility of our analysis.

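Pearson's r of log2(RPKM + 1) was computed across genes for each of the pairs of libraries, with the caveat that genes are not independent replicates. For mRNA, r was 0.991 between M1 and M2 and 0.987 between B1 and B2, and all pairs of an M and a B library lay lower, from 0.955 to 0.975. For RPF, r was 0.951 between M1 and M2. It was 0.862 between B1 and B2, below all pairs of an M and a B library (0.874 to 0.917). The B libraries were those with the lowest Ribo-seq totals.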

### Differential Transcriptome Analysis

Based on RNA-seq data, transcriptional gene expression was compared between the M and B groups of mice. In total, 15,300 genes were expressed in both the M and B groups, which were highly related (*R*^2^ = 0.9089) (Figures 3A,B). 

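The squared correlation of log2 mean RPKM between the groups was 0.909 across the 15296 genes above 0 in both means, after 4 entries with a repeated symbol were left out. With each library left out in turn it ranged from 0.880 to 0.912. Over the 10009 genes with at least 1 RPKM in both means it was 0.851.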

Nine hundred twenty-three up-regulated and 807 down-regulated DEGs of transcriptome were identified based on |log_2_ fold change| > 1 and *P* < 0.001 (Figure 3C). 

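Of the 10687 genes tested for mRNA, 246 were higher and 701 lower in the B group at a log2 fold change beyond 1 and an unadjusted p under 0.001 (limma). At a Benjamini-Hochberg adjusted p under 0.05 and the same fold change, 535 genes were higher and 1353 lower. The log2 fold change had a median of -0.19 over all tested genes. When each library was shifted to a common median, the counts became 403 higher and 423 lower. Without the filter on mean RPKM they were 77 and 188, the lowest of the alternatives. The M and B libraries with the same number deviated from their group means with a correlation of -0.10 across genes. With the replicate number as a block, 498 genes were higher and 1229 lower. A crossed block (M1 with B2, M2 with B1), chosen after seeing the data, gave 474 mRNA DEGs higher in B and 1303 mRNA DEGs lower in B. All 947 DEGs were also called with the replicate block.

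The DEGs with the smallest p among those higher in the B group were Mup15, Eno1 and Fads1. Mup15 (chromosome 4 of GRCm38, 61435790 to 61439743), a major urinary protein gene whose close paralogs can share its reads, had an RPKM of 3.68 ± 2.61 in the M group and 62.3 ± 1.72 in the B group (SD, n = 2 libraries each). Its log2 fold change was 3.88 (standard error 0.36, adjusted p = 0.00493, limma). Eno1 (chromosome 4, 150236721 to 150248879) rose from 58.4 ± 3.53 to 269.7 ± 24.7, a log2 fold change of 2.19 (standard error 0.25, adjusted p = 0.00493, limma). Fads1 (chromosome 19, 10182888 to 10196877), which encodes a fatty acid desaturase, rose from 47.3 ± 0.534 to 240.0 ± 62.4, a log2 fold change of 2.29 (standard error 0.28, adjusted p = 0.00510, limma). Among the genes lower in the B group, Zcchc7 (chromosome 4, 44755877 to 44932215) went from 31.9 ± 1.36 to 5.02 ± 0.0620, a log2 fold change of -2.45. The long noncoding RNA gene 4930404H11Rik (chromosome 12, 71488285 to 71556133) went from 19.6 ± 5.14 to 1.91 ± 0.568, a log2 fold change of -2.82. The pseudogene Olfr856-ps1 (chromosome 9, 19657057 to 19658647) went from 477.1 ± 49.1 to 71.5 ± 16.8, a log2 fold change of -2.74. These last 3 genes also had an adjusted p = 0.00493 (limma).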

The heat map exhibited 1,730 DEGs based on gene expression level (Figure 3D). In order to further understand the betaine mechanisms of action in hepatic steatosis, GSEA was performed. 

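Lists of genes for 8 pathways were drawn up by hand, since the sets behind the GSEA in the paper were not used here. Each list was tested with limma's camera against all other tested genes, and the p-values of the 8 lists in mRNA, RPF and TE were adjusted together (24 tests). Camera assumed a correlation between genes of only 0.01, and Fisher's exact test takes genes as independent. Their p-values therefore do not cover shifts of a whole list between the libraries of a group. At the mRNA level, the 67 tested genes of fatty acid beta oxidation had a mean log2 fold change of 0.43, with 49 genes higher and 18 lower in the B group (adjusted p = 2.0e-07, limma camera). Leaving out each library in turn kept this mean between 0.34 and 0.52. Of these genes, 7 were DEGs higher in the B group, which is 10.4% against 2.30% of all tested genes (Fisher's exact test, two-sided, p = 0.000843, adjusted p = 0.00472 over 28 tests). The 40 tested genes of fatty acid alpha and omega oxidation and other catabolism had a mean of 0.30 (22 higher, 18 lower, adjusted p = 0.00520, limma camera), and 7 of them were DEGs higher in the B group (Fisher's exact test, adjusted p = 0.000429). With each library left out in turn, the mean of this catabolism list ranged from 0.13 to 0.47. Without B1 it had 20 genes higher and 20 lower. When each library was shifted to a common median, the means of the 2 lists were 0.61 and 0.47.

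Acads (chromosome 5, 115110299 to 115119346), the short-chain acyl-CoA dehydrogenase, had an RPKM of 27.9 ± 3.82 in the M group and 104.9 ± 2.29 in the B group (SD, n = 2 libraries each). Its log2 fold change was 1.88 (standard error 0.25, adjusted p = 0.00523, limma). Echs1 (chromosome 7, 140105710 to 140116476) rose from 41.0 ± 5.13 to 154.7 ± 35.4, also a log2 fold change of 1.88. Pcca (chromosome 14, 122534324 to 122891100) rose from 8.00 ± 0.315 to 29.5 ± 9.87. Cyp4a12b (chromosome 4, 115411624 to 115439034), whose paralog Cyp4a12a can share its reads, rose from 8.90 ± 2.20 to 40.1 ± 3.78. Of the beta oxidation genes, 2 were DEGs lower in the B group, Cpt1b (chromosome 15, 89416405 to 89425863) with a log2 fold change of -1.65 and Echdc2, named after its value was seen, with -1.85.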

By GSEA, several positive correlations were identified including; fatty acid beta oxidation, lipid oxidation, and fatty acid catabolic processes (Figure 3E). Supplementary Figure 3 presents the gene set and expression levels of the above up-regulated pathways. These results demonstrated betaine to relieve hepatic steatosis by up-regulation of fatty acid beta oxidation, lipid oxidation, and fatty acid catabolic processes.

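At the RPF level, the 66 tested genes of fatty acid beta oxidation had a mean log2 fold change of -0.34, with 16 higher and 50 lower in the B group, which did not set them apart from the other genes (adjusted p = 0.813, limma camera). Their TE had a mean log2 change of -0.80, with 57 of the 66 genes lower (adjusted p = 0.00137, limma camera). The genes of fatty acid synthesis and desaturation were also higher in the B group at the mRNA level, with a mean log2 fold change of 1.14 and 23 of 26 genes higher (adjusted p = 1.7e-07, limma camera). With each library left out in turn, this mean ranged from 0.56 to 1.72. It was lowest without B1, where 19 genes were higher and 7 lower. Fads2 (chromosome 19, 10062765 to 10101746) rose from 37.3 ± 1.64 to 377.0 ± 245.9 RPKM, and Elovl5 (chromosome 9, 77917364 to 77984519) from 79.6 ± 19.3 to 323.8 ± 112.1 (SD, n = 2 libraries each). From the positive enrichment of fatty acid oxidation and catabolism, the paper concludes that betaine relieves hepatic steatosis by raising these processes.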

**Figure 3:**
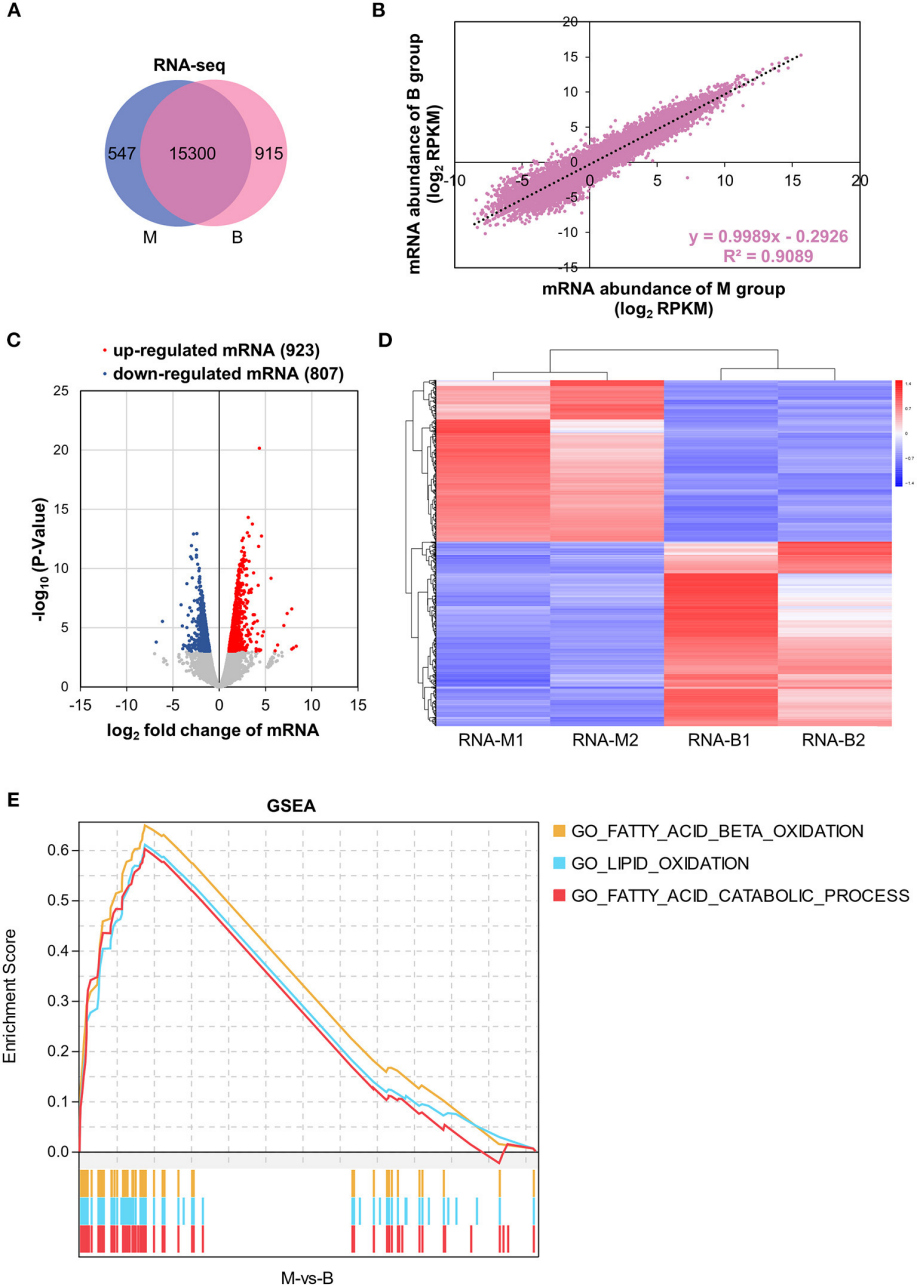
Transcriptome analysis. **(A)** Venn diagram showing the distinct and overlapping genes of the transcriptome. **(B)** Correlation of mRNA abundance. **(C)** Volcano plots of liver DEGs of the transcriptome. **(D)** Heatmap with hierarchical clustering analysis of DEGs of the transcriptome. The color scale indicates the mRNA expression levels; blue is the lowest and red is the highest. **(E)** GSEA of the transcriptome. A pathway of positive Enrichment Score is up-regulated, whereas a pathway of negative Enrichment Score is down-regulated. M1 and M2 represent group M biological repetition 1 and 2. B1 and B2 represent group B biological repetition 1 and 2.

### Differential Translatome Analysis

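The Ribo-seq test covered 11190 genes. A tested gene had a median of 39 reads over the 4 Ribo-seq libraries together, so that the value of many genes rests on few reads. The log2 fold change of RPF had a median of -0.43 over the tested genes. Over the 2886 genes with at least 100 reads the median was -0.35. On simulated reads at the totals of these libraries, with 200 genes changed by a log2 of 2, 94.5% of the changed genes were called at the RPF level in the right direction. The changed genes were drawn only from genes with a mean RPKM well above the filter in both assays. Variation between libraries was set the same for all genes. The share is therefore no detection rate for all tested genes. In the same simulation 137 of the 11044 unchanged genes were called higher and 278 lower.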

To determine whether betaine plays a lipid-lowering role at the translational level, the translational expression abundances were assessed. There were 10,813 overlapping genes in the M and B groups, which were highly related (*R*^2^ = 0.7961) (Supplementary Figures 4A,B). 

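The squared correlation of log2 mean RPKM between the groups was 0.796 across the 10813 genes above 0 in both means. With each library left out in turn it ranged from 0.733 to 0.807, and the lowest values came from the fits without a B library. Over the 9476 genes with at least 1 RPKM in both means it was 0.828.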

A volcano plot was used to screen translatome DEGs by |log_2_ fold change| > 1 and *P* < 0.05. 

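At a log2 fold change beyond 1 and an unadjusted p under 0.05 (limma), 177 of the 11190 tested genes were higher at the RPF level in the B group and 879 were lower. None passed an adjusted p of 0.05, where 1122 genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.108. Of the 879 lower genes, 530 (60.3%) were listed at 0 in both B libraries. The 879 genes had a median of 17 reads over the 4 libraries. In 50 draws of reads with no difference between the groups, at the totals of these libraries, 111 to 151 genes were called higher and 252 to 347 lower. Among the alternatives, rescaling the RPKM of each library to a common sum raised the lower count most, to 2649, with 41 genes higher.

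The genes with the smallest p were short noncoding RNAs, and most rest on few reads. Mir107 (chromosome 19, 34820687 to 34820773) had an RPKM of 36.6 ± 9.82 in the M group and 381.4 ± 33.5 in the B group (SD, n = 2 libraries each). Scarna13 (chromosome 12, 105031075 to 105031349) had 75.8 ± 14.5 and 485.3 ± 33.9. Snord42a (chromosome 11, 78181299 to 78181363) rose from 49.7 ± 10.8 to 329.5 ± 23.0, but its M libraries held 1 and 2 reads and its B libraries 4 and 2. Against 3 reads in the M libraries its B mean was 2.81-fold higher, which is no lower limit, since reads were seen in M. With B2 itself at so few reads, no firm fold change can be given. Snord35a (chromosome 7, 45126346 to 45126435) had 245.8 ± 61.9 in the M group and was listed at 0 in the B group, where 3 reads would give 184.3, so it was at least 1.33-fold lower. Snord47 (chromosome 1, 161038082 to 161038158) and Snord19 (chromosome 14, 31016206 to 31016281) had 189.8 ± 124.2 and 50.2 ± 3.43 in the M group and were also listed at 0 in the B group. The M reads were 7 and 7 for Snord47, whose M mean lay below the mean RPKM of 3 reads in the B libraries, and 1 and 3 for Snord19. A fall in the group mean was not detectable at this depth for either.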

Among those, 254 genes were highly expressed in the B group and 320 genes were highly expressed in the M group (Figure 4A). A heatmap visualized the expression of 574 DEGs (Figure 4B). GO and KEGG enrichment analyses were used to investigate DEGs function. Figure 4C identified the GO biological process terms, classified by –log10 (*P*-value). There was significant enrichment in organic acid metabolic process, oxoacid metabolic process, and carboxylic acid metabolic process. KEGG analysis identified significant enrichment pathways including non-alcoholic fatty liver disease, oxidative phosphorylation, and insulin resistance (Figure 4D). 

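The list of nuclear-encoded subunits of oxidative phosphorylation, a pathway that the KEGG map of non-alcoholic fatty liver disease (NAFLD) contains, had a mean RPF log2 fold change of 0.20 over 78 tested genes, with 51 higher and 27 lower in the B group (adjusted p = 2.1e-08, limma camera). With each library left out in turn, this mean ranged from -0.04 to 0.45. It was lowest without B1, where 39 genes were higher and 39 lower. With the RPKM of each library rescaled to a common sum, the mean turned to -0.64 while the median of all tested genes was -1.08. Of the 78 genes, 5 were RPF DEGs higher in the B group, against 1.58% of all tested genes (Fisher's exact test, p = 0.00779, adjusted p = 0.0273).

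Atp5k (chromosome 5, 108433244 to 108434448) had an RPF RPKM of 108.8 ± 21.8 in the M group and 503.2 ± 35.1 in the B group (SD, n = 2 libraries each), a log2 fold change of 2.21. Cox7a2l (chromosome 17, 83501918 to 83517330) had 128.4 ± 0.652 and 425.5 ± 75.7, a log2 fold change of 1.71. Ndufb7 (chromosome 8, 83566671 to 83571626) had 32.0 ± 2.59 and 103.3 ± 22.2, a log2 fold change of 1.64. These 3 genes had an adjusted p = 0.493 (limma). Cox7a2l and Ndufb7 were not called after this rescaling. The other called subunits, Cox5b (1.26) and Atp5l (1.06), are named after their log2 fold changes were seen. The same applies to Ndufs1, the subunit called lower in the B group, with -1.44.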

As shown in Supplementary Figure 4C, the KEGG network diagram identified 17 DEGs that Ribo-seq found enriched in the NAFLD pathway. Therefore, betaine can regulate hepatic steatosis at the translational level.

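The members of the NAFLD pathway outside the respiratory chain had a mean RPF log2 fold change of -0.53 over 62 tested genes, with 18 higher and 44 lower in the B group, which did not set them apart from the other genes (adjusted p = 0.555, limma camera). Of these, 5 were RPF DEGs lower in the B group, 8.06% against 7.86% of all tested genes (Fisher's exact test, p = 0.815). Il6ra (chromosome 3, 89864059 to 89913196) had an RPF RPKM of 29.1 ± 16.1 in the M group and 6.48 ± 2.65 in the B group (SD, n = 2 libraries each). Akt1 (chromosome 12, 112653821 to 112674884) had 30.0 ± 5.91 and 12.6 ± 1.10, and was not called when each library was shifted to a common median. Ccl2 (chromosome 11, 82035571 to 82037453) had 3.36 ± 0.230 in the M group, from 1 and 3 reads, and was listed at 0 in the B group, so that a fall was not detectable. The other 2, Bcl2l11 and Ddit3, are named after their values were seen. From the enriched pathways of the translatome DEGs, the paper concludes that betaine regulates hepatic steatosis at the translational level.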

**Figure 4:**
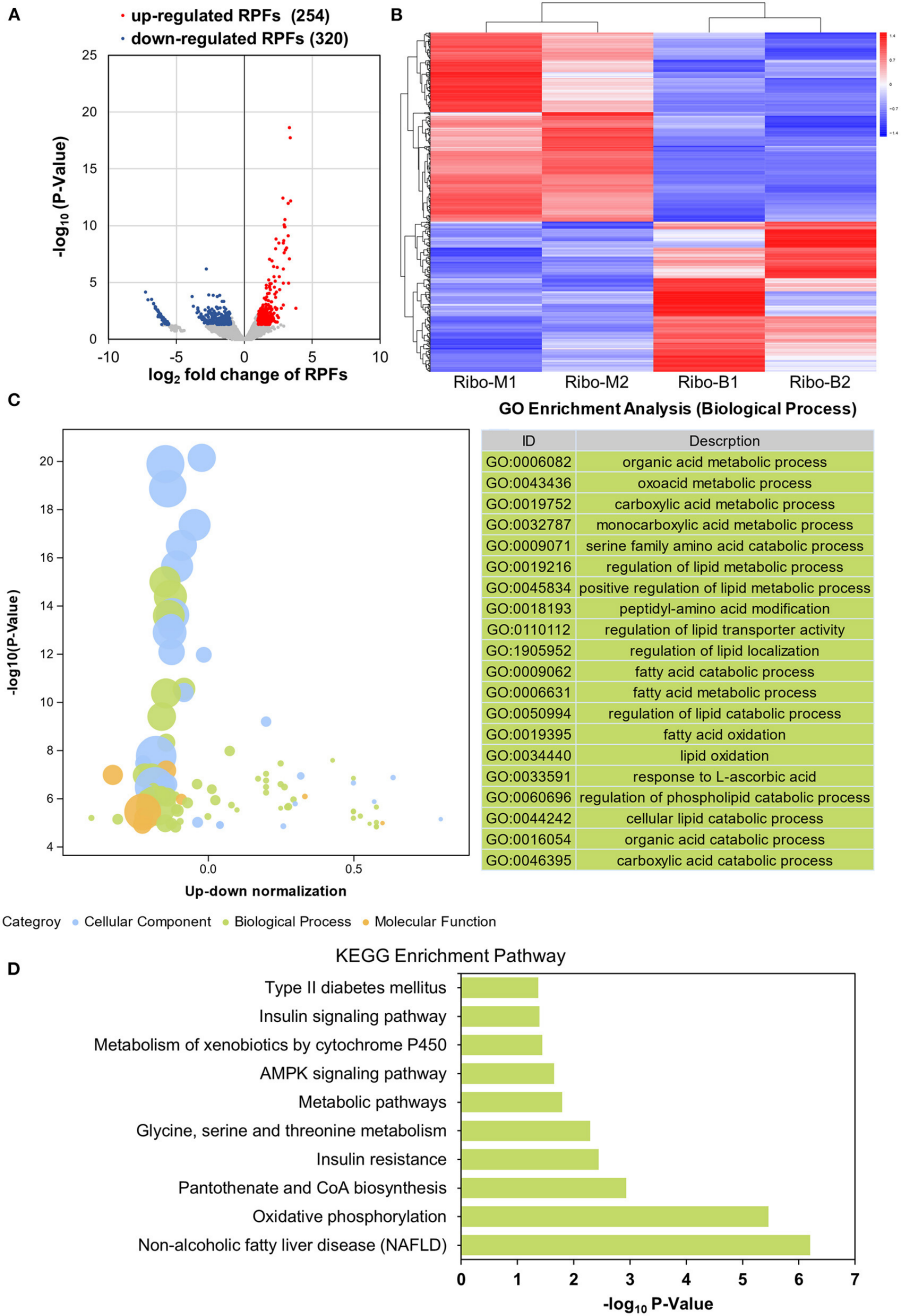
Translatome analysis. **(A)** Volcano plots of liver DEGs of the translatome. **(B)** Heatmap demonstrating the abundance of DEGs. **(C)** An advanced bubble diagram showing GO annotation classification analysis of the DEGs. **(D)** KEGG analysis of DEGs in the translatome.

### Joint Analysis of Transcription and Translation

According to both transcriptome and ribosome profiling data, transcriptional, and translational differences were detected between the M and B groups. There were 923 up-regulated and 807 down-regulated DEGs in the transcriptome, and 254 up-regulated and 320 down-regulated DEGs in the translatome (Figure 5A). Among the DEGs, coordinately DEGs at both the transcriptional and translational levels contained 28 up-regulated and 23 down-regulated DEGs (Figure 5B). 

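Among the 9455 genes tested in both assays, 3 DEGs were higher and 38 lower in the B group at both levels. The 3 higher genes, named after their values were seen, were Cox7a2l (log2 fold change 1.39 for mRNA), Cstb (2.26 for mRNA and 1.23 for RPF) and 1810008I18Rik (1.90 and 1.71). With the replicate block the counts were 14 and 59, and after rescaling to a common sum 0 and 137. With an adjusted p under 0.05 at both levels both counts were 0, since no gene passed it for RPF.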

Figure 5C shown a quadrant diagram of fold changes in transcriptional and translational differences between the B and M groups. |log_2_(fold change of RPKM) |>1 and *P* < 0.001 for the transcriptome and *P* < 0.05 for the translatome divided the change pattern into nine categories. Class E was comprised of 79.96% of all genes and represented no significant change in transcriptional or translational levels, whereas 0.35 and 0.29% of genes located in class C and G, respectively, had gene changes congruent at the transcriptional and translational levels. 

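Of the 9455 genes, 7958 (84.2%) fell in class E, 3 (0.0317%) in class C and 38 (0.402%) in class G. Class E held 83.5% with an adjusted p under 0.05 at both levels. Its share ranged from 68.2% to 88.7% over the alternatives.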

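Class H, with RPF lower in the B group and no mRNA change, held 643 genes (6.80%), and class D, with mRNA lower and no RPF change, held 471 (4.98%). Class F, with mRNA higher and no RPF change, held 221 genes (2.34%), and class B, with RPF higher and no mRNA change, held 104 (1.10%). Opposite changes were counted for 8 genes in class A and 9 in class I. Together these discordant classes made up 15.4% of the genes, and 13.6% when each library was shifted to a common median.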

Another 19.4% of genes were situated in the six discordantly regulated groups (classes A, B, D, F, H, and I). Supplementary Table 3 lists gene information for the different classes. These results indicated that betaine exerts different regulatory effects at the transcriptional and translational levels.

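Across the 9455 genes tested in both assays, Spearman's rho between the log2 fold changes of mRNA and RPF was 0.104. Genes are not independent replicates, so no p is given. Over the 2739 genes with at least 100 RPF reads rho was 0.217, over the 471 with at least 500 it was 0.178, and over the 211 with at least 1000 it was 0.0372. In the 471 genes, the mRNA fold changes of B1 over M1 and of B2 over M2 had a rho of 0.698 with each other, and the RPF fold changes 0.148. With the pairs crossed, these were 0.719 for mRNA and 0.281 for RPF.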

**Figure 5:**
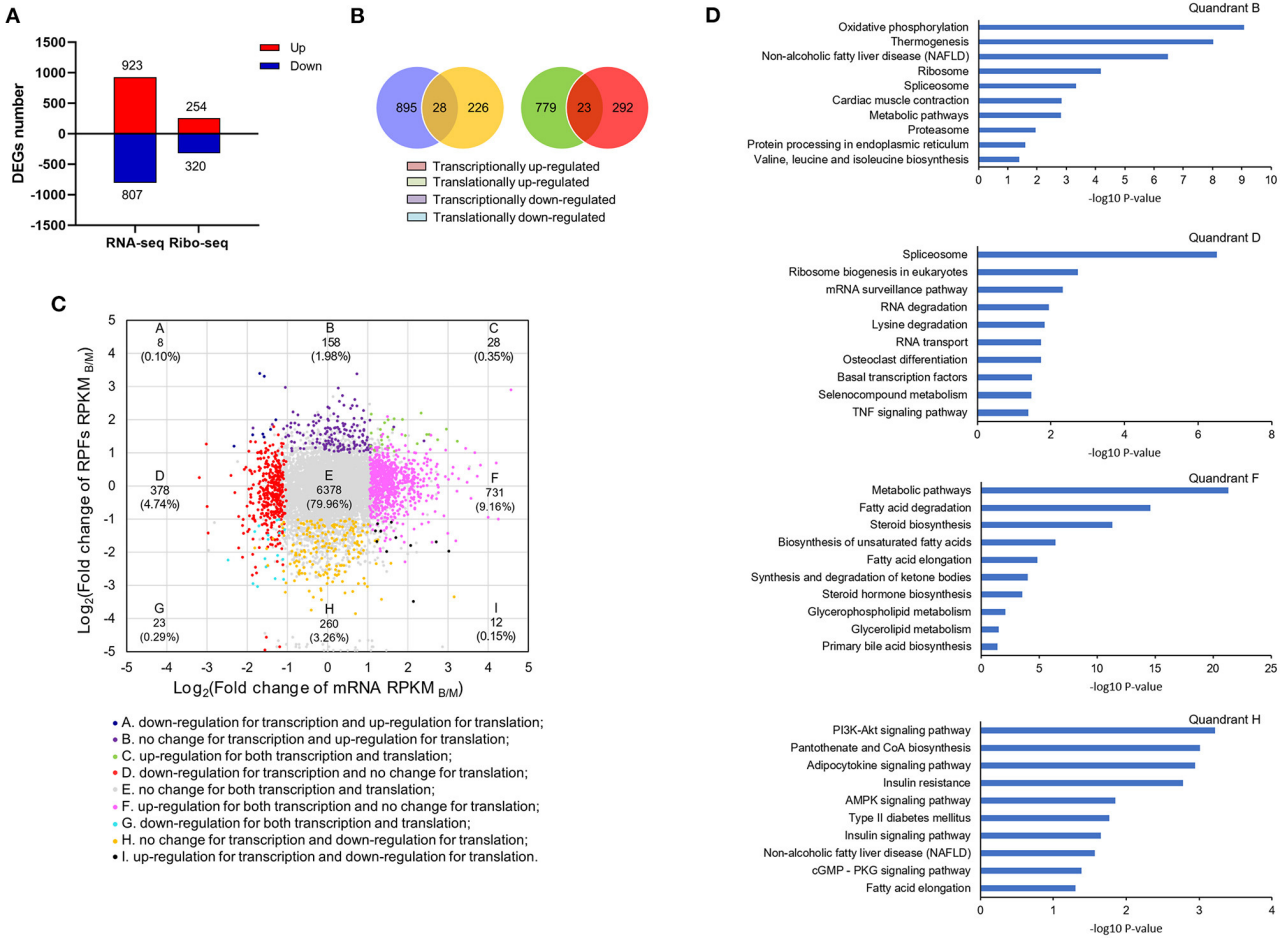
Joint analysis of transcriptome and translatome. **(A)** The number of DEGs at transcriptional and translational levels. **(B)** The relationships of DEGs at transcriptional and translational levels. **(C)** Quadrant diagram of the fold change of the B/M group at transcriptional and translational levels. **(D)** KEGG analysis of genes in classes B, F, D and H.

KEGG enrichment analysis was carried out for classes B, D, F, and H (Figure 5D). Genes in classes B and H were differentially expressed at the translational level without significant difference in transcription. Among them, translationally up-regulated DEGs were significantly associated with pathways of oxidative phosphorylation, thermogenesis, and NAFLD (class B), while translationally down-regulated genes were also observed to be enriched in NAFLD (class H). 

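The paper's supplementary list of class B holds 12 of the nuclear-encoded subunits of oxidative phosphorylation, and its class H holds 4 of the listed NAFLD members outside the respiratory chain. Of the paper's class B genes, 158 were tested here for RPF, all with the same direction, and 56 were RPF DEGs higher in the B group. They had a median of 24 RPF reads in the B libraries together. Of the paper's class H genes, 257 were tested for RPF, and 211 were called lower. The 259 class H genes with recovered reads had a median of 2 RPF reads in the B libraries together, 77 of them had none, and 210 had at most 10. The mRNA of the oxidative phosphorylation subunits was also higher in the B group, with a mean log2 fold change of 0.34 over 79 genes, 54 higher and 25 lower (adjusted p = 2.1e-06, limma camera), and 8 of them were mRNA DEGs (Fisher's exact test, adjusted p = 0.00418). Their TE did not differ from that of the other genes (mean log2 change -0.16, adjusted p = 0.555, limma camera).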

On the contrary, genes in classes D and F were differentially expressed at transcriptional level without remarkable change at the translational level. In class D, genes with down-regulated expression in transcription were significantly enriched for spliceosome, ribosome biogenesis in eukaryotes, and the mRNA surveillance pathway. 

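The mRNA of 116 tested spliceosome genes had a mean log2 fold change of -0.35, with 80 lower and 36 higher in the B group (adjusted p = 0.187, limma camera). With the filter raised to a mean RPKM of 5, the mean was -0.37 and passed camera's 0.05 threshold before adjustment. Of these genes, 17 were DEGs lower in the B group, 14.7% against 6.56% of all tested genes (Fisher's exact test, p = 0.00179, adjusted p = 0.00835). Tra2a (chromosome 6, 49243924 to 49264033), which encodes a splicing regulator, had an RPKM of 52.3 ± 1.67 in the M group and 13.6 ± 0.296 in the B group (SD, n = 2 libraries each). Prpf38b (chromosome 3, 108902805 to 108911727) had 55.7 ± 7.91 and 14.0 ± 0.0285. Sf3b1 (chromosome 1, 54985169 to 55027481) had 78.8 ± 19.2 and 22.1 ± 1.94. Their log2 fold changes were -1.87, -1.91 and -1.77, the first pair with an adjusted p = 0.00523 and Sf3b1 with an adjusted p = 0.00526 (limma). At the RPF level the list had a mean of -0.34 over 114 genes (adjusted p = 0.141, limma camera). Their TE had a mean log2 change of 0.01, with 63 genes higher and 51 lower, which set them apart from the other genes (adjusted p = 0.00240, limma camera).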

There were some transcriptionally up-regulated DEGs (class F), participated in metabolic pathways including, fatty acid degradation, steroid biosynthesis, and biosynthesis of unsaturated fatty acids. 

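All 26 listed genes of cholesterol biosynthesis had higher mRNA in the B group, with a mean log2 fold change of 1.43 (adjusted p = 1.4e-14, limma camera). The mean stayed between 0.99 and 1.88 when single libraries were left out. Of these genes, 12 were mRNA DEGs higher in the B group, 46.2% against 2.30% of all tested genes (Fisher's exact test, p = 1.2e-13, adjusted p = 3.4e-12). Fdps (chromosome 3, 89093588 to 89101959), the farnesyl diphosphate synthase, had an RPKM of 26.7 ± 4.61 in the M group and 212.6 ± 123.7 in the B group (SD, n = 2 libraries each). Its log2 fold change was 2.83 (standard error 0.38, adjusted p = 0.00523, limma). Pmvk (chromosome 3, 89454541 to 89469013) rose from 8.53 ± 0.655 to 42.9 ± 18.5, a log2 fold change of 2.14. The RPF of the same pathway had a mean log2 fold change of -0.43 over 25 genes, 7 higher and 18 lower, the same as the median of all genes (adjusted p = 0.905, limma camera). Neither direction held more RPF DEGs than chance, with 0 higher and 2 lower (Fisher's exact test, p = 1 for both). These 2 were Cyp51 and Mvk (chromosome 5, 114444269 to 114460591), which was listed at 0 in both B libraries and had 4 and 9 reads in the M libraries, too few for a fall to be detectable at this depth.

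**Figure D3:**
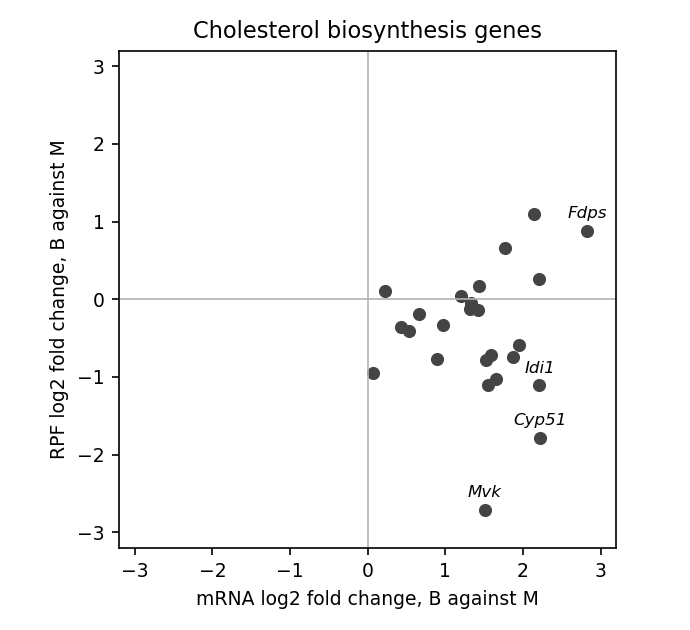
Log2 fold change of mRNA (horizontal axis) and of RPF (vertical axis) between the B and M groups for the 25 genes of cholesterol biosynthesis tested in both assays, 1 point per gene. All points lie to the right of 0 for mRNA, and 18 of them lie below 0 for RPF.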

By comparison of transcriptome and translatome, we found betaine to more profoundly regulate liver lipid metabolism at the translation level.

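By an adjusted p under 0.05 (limma), whatever the fold change, 2890 of the 10687 genes tested for mRNA changed, against none of those tested for RPF. Voom with an adjusted p under 0.05 and a log2 fold change beyond 1 was chosen after seeing the data. It gave 50 genes higher and 27 lower for RPF, and 598 and 1794 for mRNA. All Ribo-seq totals lay below all RNA-seq totals, so these counts may reflect depth as well as the size of the changes. The standard deviation of the log2 fold changes was 0.73 for mRNA and 0.90 for RPF over the genes tested in both assays. Over the genes with at least 500 RPF reads it was 0.79 for mRNA and 0.54 for RPF. From its comparison of transcriptome and translatome, the paper concludes that betaine regulates liver lipid metabolism more profoundly at the translation level.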

### Betaine Significantly Alters TE of mRNAs

TE is a vital translation indicatrix, reflecting the efficiency of mRNA entry into translation. TE is linked to the expression abundance of transcription and translation. 

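TE was tested with limma on log2((RPF RPKM + 1)/(mRNA RPKM + 1)), over the 9455 genes tested in both assays. At a log2 fold change of TE beyond 2 and an unadjusted p under 0.05, 141 genes were higher and 435 lower in the B group. None passed an adjusted p of 0.05, where 1154 genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.328. The log2 change in TE had a median of -0.35 over all genes. In the 50 draws with no difference between the groups, 9 to 30 genes were called higher and 93 to 147 lower. An unmoderated test on the untransformed ratio, limited to genes above 0 in all libraries of both assays, gave 56 higher and 98 lower. Rescaling to a common sum raised the lower count most, to 1147, with 40 higher.

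The genes with the smallest p among those higher were Lars2 (chromosome 9, 123366927 to 123462666), C920006O11Rik (chromosome 9, 78175914 to 78178879) and Cyp2b13 (chromosome 7, 26061497 to 26096197). The TE of Lars2 was 1.23 ± 0.155 in the M group and 40.9 ± 15.2 in the B group (SD, n = 2 libraries each). That of the long noncoding RNA gene C920006O11Rik was 0.848 ± 0.172 and 10.3 ± 2.54, and that of Cyp2b13 was 1.14 ± 0.0177 and 21.4 ± 11.0. Reads on Lars2 made up 0.0148% of the Ribo-seq reads in the M group and 0.129% in the B group. Those on the ribosomal RNA gene Rn45s made up 0.0473% and 0.2996%. Whether fragments of ribosomal RNA were counted on Lars2 was not tested, so its TE may not reflect translation alone. Among the lower genes, Ugt1a5 (chromosome 1, 88166012 to 88218997), which shares exons with other Ugt1a genes, had a TE of 92.5 ± 81.6 in the M group, and its B libraries held 1 and 0 RPF reads. Against 3 RPF reads in the B libraries its mean TE was 17.7-fold lower. Ccdc30 (chromosome 4, 119322893 to 119415521) had 88.6 ± 110.5 in the M group and was listed at 0 in the B group, 11.0-fold lower against 3 RPF reads. Nubpl (chromosome 12, 52097737 to 52312744) had 8.61 ± 0.573 and was listed at 0, at least 2.63-fold lower. For these 3 genes a fall in RPF itself was not detectable, since the M mean of RPF lay below the mean RPKM of 3 reads in the B libraries. The TE folds of Ugt1a5 and Ccdc30 are not lower limits, since their mRNA in M1 lay at the read floor and was taken as listed. Both folds rest mainly on M1. Its TE was 150.3 against 34.8 in M2 for Ugt1a5, and 166.8 against 10.5 for Ccdc30. All of these genes had an adjusted p = 0.328 (limma).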

Supplementary Figure 5A identified 58 up-regulated DTEGs and 102 down-regulated DTEGs (|log2 fold change of TE| > 2 and *P* < 0.05), demonstrating that gene TE is important for the effects of betaine on hepatic lipid metabolism. Supplementary Figure 5B showed the value of log_2_TE to be mainly distributed between −2 and 3. 

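From the group mean RPKM, log2 TE lay between -2 and 3 in 89.3% of 9421 genes in the M group and in 91.9% of 8950 genes in the B group. Its median was 0.09 in the M group and -0.09 in the B group. The TE was 0 or had no value for 34 genes in the M group and 505 in the B group.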

Functional protein association network analysis was conducted and the interactions of the 160 DTEG coding proteins analyzed to identify target genes of betaine. Results identified 139 nodes and 101 edges that were interconnected, and four DTEGs (IDI1, CYP51A1, TM7SF2, and APOA4) that were enriched in three pathways including lipid biosynthetic processes, regulation of lipid biosynthetic processes, and cholesterol biosynthetic processes (Figure 6A). 

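Idi1 (chromosome 13 of GRCm38, 8885501 to 8892451) encodes isopentenyl-diphosphate isomerase, Cyp51 (chromosome 5, 4081145 to 4104746) is the mouse gene of CYP51A1, Tm7sf2 (chromosome 19, 6062821 to 6068373) encodes a sterol reductase, and Apoa4 (chromosome 9, 46240696 to 46243459) encodes an apolipoprotein. The TE of Idi1 was 8.96 ± 1.20 in the M group and 0.90 ± 0.813 in the B group (SD, n = 2 libraries each). That of Cyp51 was 3.93 ± 0.137 and 0.134 ± 0.0624, that of Tm7sf2 was 1.31 ± 0.162 and 0.206 ± 0.102, and that of Apoa4 was 2.07 ± 0.511 and 0.428 ± 0.0608. The log2 changes in TE on RPKM + 1 were -3.32 for Idi1 (standard error 0.74), -4.00 for Cyp51 (0.64), -2.66 for Tm7sf2 (0.70) and -2.26 for Apoa4 (0.57). All 4 genes were DTEGs by the unadjusted p, while Idi1 and Cyp51 had an adjusted p = 0.328 and Tm7sf2 and Apoa4 an adjusted p = 0.334 (limma). In the 4 fits that each left out one library, the log2 changes ranged from -4.34 to -2.29, from -4.48 to -3.52, from -3.15 to -2.17 and from -2.51 to -2.00.

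The mRNA of the 4 genes was higher in the B group, with log2 fold changes of 2.21, 2.22, 1.55 and 1.21 for Idi1, Cyp51, Tm7sf2 and Apoa4 (adjusted p = 0.00596, 0.00526, 0.00529 and 0.0190, limma). Their RPF was lower, with log2 fold changes of -1.11, -1.78, -1.11 and -1.04 (adjusted p = 0.504, 0.493, 0.555 and 0.541, limma). Thus 66.7%, 55.5%, 58.4% and 53.8% of the log2 change in TE came from mRNA. With a library left out, RPF could become the larger part for Cyp51, Tm7sf2 and Apoa4, but not for Idi1. After rescaling to a common sum, RPF was the larger part for Tm7sf2 (1.52 for mRNA and -1.86 for RPF) and Apoa4 (1.17 and -1.91). It stayed the smaller part for Idi1 and Cyp51. For Apoa4, the log2 fold changes of mRNA and RPF were 0.89 and -1.62 without M2, and 1.54 and -0.46 without M1. The M and B libraries held 119 and 14 RPF reads on Idi1, 54 and 3 on Cyp51, 71 and 11 on Tm7sf2, and 1272 and 185 on Apoa4. An exact binomial test of these reads against the library totals, which compares the libraries and not the animals, gave p = 0.00104, p = 0.00111, p = 0.0805 and p = 1.8e-18 (two-sided). It takes each read as an independent molecule and counts no variation between libraries of a group, which for Apoa4 reached 886.5 against 397.1 RPKM of RPF between M1 and M2. Both B libraries held at most 3 reads on Cyp51. Against 3 reads in each, its TE was 11.7-fold lower and its RPF 2.20-fold lower in the B group. These folds are no lower limits, since reads were seen in B. The exact 95% interval for the log2 ratio of its RPF reads, B against M, ran from -4.64 to -0.690.

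**Figure D4:**
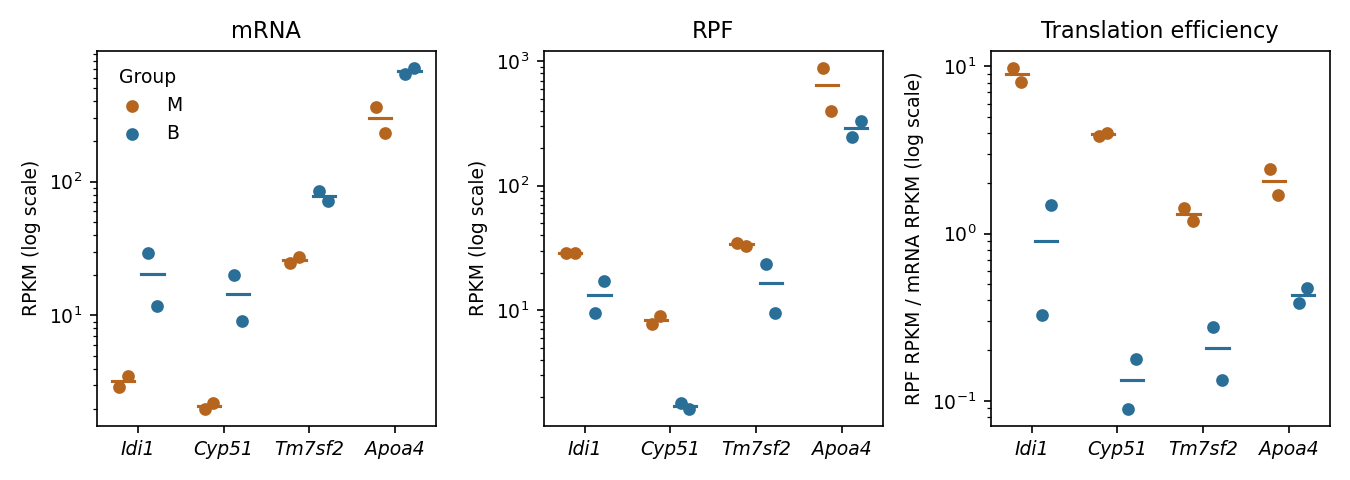
RPKM of mRNA (left) and RPF (middle) and TE (right) of Idi1, Cyp51, Tm7sf2 and Apoa4 on log scales, with 1 point per library, a bar at the group mean, M group in brown and B group in blue. For each gene both B points lie above the M points for mRNA and below them for RPF and TE.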

Compared to the M group, the TEs of IDI1, CYP51A1, TM7SF2, and APOA4 were decreased in the B group (Figure 6B). These results suggest that betaine relieves liver lipid metabolism disorders, possibly through inhibition of gene TE involved in lipid biosynthetic processes, regulation of lipid biosynthetic processes, and cholesterol biosynthetic processes.

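Of the genes of cholesterol biosynthesis, the 25 tested for TE were all lower in the B group, with a mean log2 change of -1.85 (adjusted p = 1.8e-08, limma camera). With each library left out in turn it ranged from -2.00 to -1.69. DTEGs lower in the B group made up 6 of the 25, 24.0% against 4.6% of all tested genes (Fisher's exact test, p = 0.000769, adjusted p = 0.00472). Over the 25 genes the mean log2 change was 1.42 for mRNA, and mRNA accounted for 76.9% of the change in TE. This split depended on the scaling between libraries. The mean RPF change was -0.19 of a TE change of -1.77 with a common median. After rescaling to a common sum it was -1.09 of -2.52. The genes of fatty acid synthesis and desaturation had a mean log2 change in TE of -1.63, with 23 of 25 genes lower (adjusted p = 2.1e-06, limma camera). From the lower TE of the 4 genes and their pathways, the paper proposes that betaine relieves disordered liver lipid metabolism through inhibited TE in lipid and cholesterol biosynthesis.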

**Figure 6:**
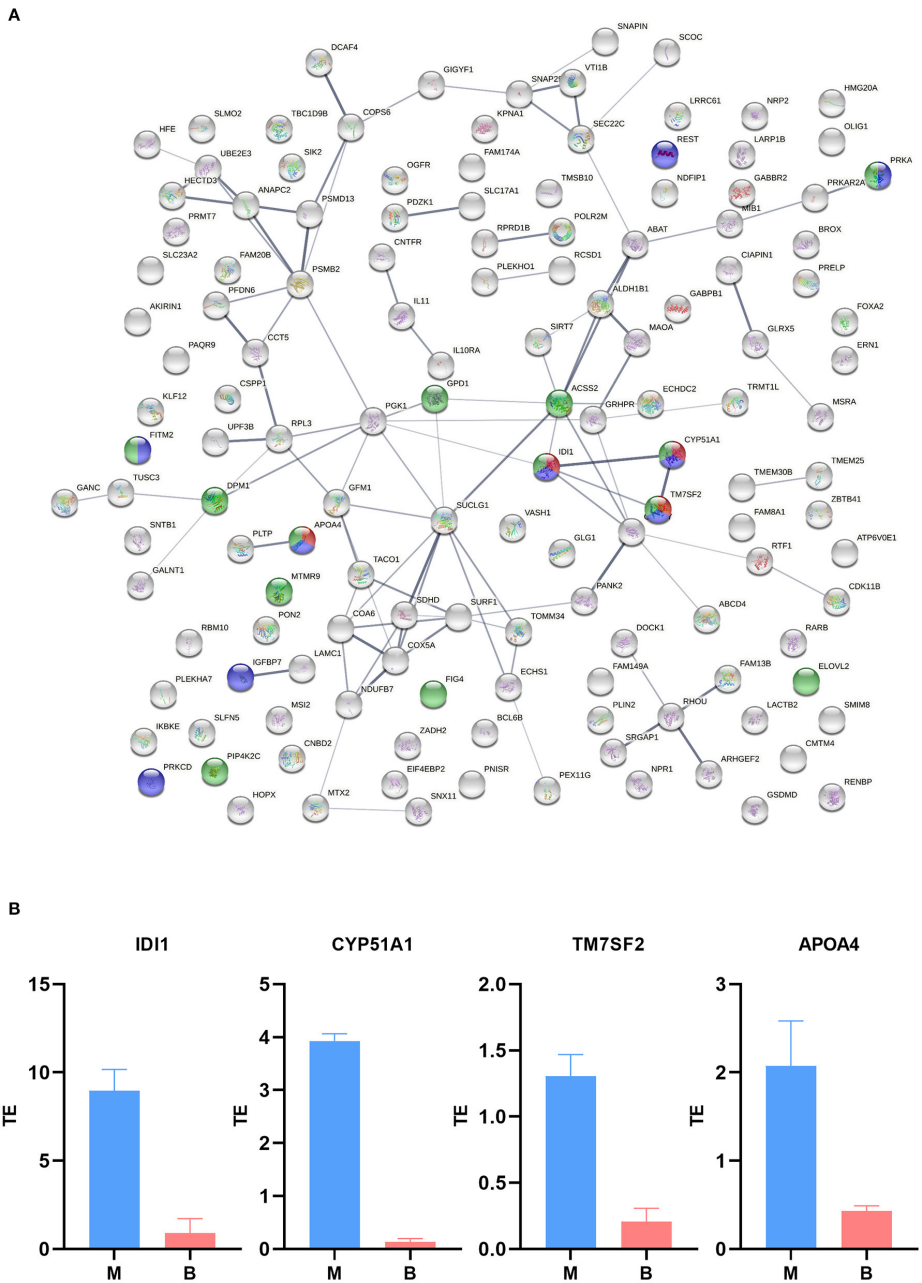
Translation efficiency analysis. **(A)** Interactive and enriched map encoded by DTEGs. Green, lipid biosynthetic processes; purple, regulation of lipid biosynthetic processes; Red, cholesterol biosynthetic processes. **(B)** TE of key functional genes.

## Discussion

NAFLD is a disease with high incidence in the human population, seriously threatening health. There is no definitive treatment for NAFLD. As such, exploration of potential new drugs and possible new treatments is necessary. Herein, *in vivo*, betaine was found to reduce liver fat accumulation induced by a high fat diet (Figure 2E). *In vitro*, betaine significantly reduced OA and PA induced TG accumulation in HepG2 cells (Supplementary Figure 1). This is consistent with the results of previous studies (10).

However, the mechanism of this lipid-lowering effect is largely unknown, especially at the translational level. Based on the ribosome profiling and RNA-seq data, we are not only able to address the genome-wide gene expression changes at the translational level in mice liver with or without betaine treatment but also to investigate the relationship and difference between transcriptional and translational responses. Using Ribo-seq, we identified 254 up-regulated genes and 320 down-regulated genes at the translational level. KEGG analysis showed a significant enrichment in the NAFLD pathway, suggesting that betaine plays an essential role at the level of translation. In order to compare the effects of betaine on transcription and translation, we performed KEGG analysis of DEGs at the single transcriptional level and single translational level. Betaine was found to play a greater translational role in the regulation of NAFLD (Figure 5D). Translational responses contribute to the establishment of complex genetic regulation, which cannot be achieved by controlling transcription alone (35).

Betaine, as a methyl donor, can affect mRNA m^6^A methylation, which can regulate mRNA translation after recognition of m^6^A by reader proteins. For example, YTHDF1 can recognize and bind target mRNA sites modified by m^6^A, enhancing translation initiation factor complex 3 (eIF3) interaction with the ribosomal complex and improving the translational efficiency of the target mRNA (36). Betaine can influence FTO, a demethylase, to regulate lipid metabolism (10). The binding of the YTHDF2 protein to m^6^A sites can inhibit FTO demethylation of the 5′UTR of mRNA, maintaining the m^6^A modification at the 5′UTR region, thus promoting non-classical mRNA translation (37).

Betaine treatment produced 160 DTEGs. Protein–protein interaction enrichment analysis demonstrated betaine reduce hepatic lipid metabolic effects by regulation of lipid biosynthetic and cholesterol biosynthetic processes. Inhibition of TE was mainly due to effects on IDI1, CYP51A1, TM7SF2, and APOA4. IDI1, isopentenyl-diphosphate delta isomerase 1, is a cytoplasmic enzyme involved in the biosynthesis of isoprenoids including cholesterols (38). CYP51A1, cytochrome P450 family 51 subfamily A member 1, is a monooxygenase which catalyzes many reactions involved in drug metabolism and the synthesis of cholesterol, steroids, and other lipids (39). TM7SF2, transmembrane 7 superfamily member 2, catalyzes the reduction of C14-unsaturated sterols during cholesterol biosynthesis from lanosterol (40). APOA4, apolipoprotein A4, enhances insulin secretion, inhibits glucose production in the liver, and increase TG secretion in the liver. Besides, the mRNA and protein of APOA4 in the liver of mice with steatosis induced by high-fat diet was up-regulated by 43 times (41, 42). The imbalance between fatty acid synthesis and decomposition is a key factor leading to fat accumulation in the liver. Betaine can regulate TE of gene participating lipid biosynthesis pathways, thereby reducing hepatic lipid accumulation.

## Conclusions

This study demonstrated betaine to reduce hepatic lipid metabolic disruption, which provides a feasible direction for improvement and treatment of NAFLD. Besides, betaine can reduce the TE of genes related to lipid synthesis and increase fatty acid beta oxidation, lipid oxidation, and fatty acid catabolic processes. Our joint analysis based on transcriptome and translatome provides a new way to narrow the range of key functional genes. These provide a novel comprehension of betaine and liver lipid metabolism.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: https://www.ncbi.nlm.nih.gov/, GSE181077.

## Ethics Statement

The animal study was reviewed and approved by Animal Protection and Utilization Committee of Guangxi University (No. GXU2019-063).

## Author Contributions

TH, LY, LZho, and YL conceived the project and design the protocol. HP, ZM, LZha, KL, TW, QQ, and WM performed the experiments. TH, ZS, and HZ performed the data analysis. TH, LZho, and YL wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the National Key R&D Program of China (2018YFD0500402), Guangxi Science Foundation for Distinguished Young Scholars (2020GXNSFFA297008), Guangxi Science and Technology Base and Talents Project (AD18281085), Guangxi Natural Science Foundation (2019GXNSFDA245029), Guangxi Hundred-Talent Program, State Key Laboratory for Conservation and Utilization of Subtropical Agro-bioresources (SKLCUSA-a202006), and Training Project of High-level Professional and Technical Talents of Guangxi University.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

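Liver RNA was measured by RNA-seq of polyadenylated mRNA and by Ribo-seq of ribosome-protected fragments (RPFs), in C57BL/6 mice on a high-fat diet (45% of its energy from fat) without betaine (M group) or with 2% (w/v) betaine in the drinking water (B group). The paper gives 17 weeks on the diet and the sample labels give 25. Livers were collected at week 25. Each assay had 2 libraries per group, and the paper states that 2 mice per group were chosen for sequencing. Since the labels describe pooled preparations, the replicates are counted as libraries and not as mice. The control group on a standard diet was not analysed here, and neither were the body and tissue measurements, the staining and the STRING results.

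The authors mapped the reads to mm10 with FANSe2 and deposited RPKM per gene and library, with each library scaled by its own total and no replicates averaged. Whether RPF reads were counted over the coding sequence or the whole transcript is not stated. The authors used edgeR for differential genes, which needs read counts and was not used here. The RNA-seq values cover 24539 entries, of which 4 share a symbol with another entry and were left out of the tests, and 26 symbols had been turned into dates by a spreadsheet. The Ribo-seq values cover 25033 entries, and 24079 symbols are in both assays. GENCODE M21 holds 23850 of the RNA-seq symbols and 24431 of the Ribo-seq symbols. It supplied coordinates on GRCm38, gene types, transcript lengths and GC content.

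The total of each library was estimated from the steps of 1 read between low RPKM values, and whole reads were recovered from it. The recovered reads sum to 100.2% to 102.1% of these totals in RNA-seq and to 98.2% to 98.7% in Ribo-seq. An RPKM was treated as at the floor when it rested on at most 3 reads. Where all libraries of a group were at the floor, a fold change was given as a lower limit against the RPKM of 3 reads. For TE the floor was applied to RPF and not to mRNA. Read numbers entered the floors, the exact binomial tests, the random draws and the voom alternative. They also entered the medians and shares of reads, the subsets with a minimum number of reads and the scaling to protein-coding reads.

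Genes with a mean RPKM of at least 1 over the 4 libraries of an assay were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend) on log2(RPKM + 1), with the group as the only factor and two-sided p-values. Calls used the thresholds of the paper: a log2 fold change beyond 1 with an unadjusted p under 0.001 for mRNA and under 0.05 for RPF, and beyond 2 with an unadjusted p under 0.05 for translation efficiency (TE). Benjamini-Hochberg adjusted p-values are given beside them. TE was tested on log2((RPF RPKM + 1)/(mRNA RPKM + 1)) of the RNA-seq and Ribo-seq libraries with the same group and number. The paper does not say which RNA-seq library shares its animal with which Ribo-seq library. The deviations of RNA-seq and Ribo-seq libraries with the same number from their group means had a correlation across genes of -0.00239 in the M group and -0.0774 in the B group. The unlogged TE values printed for genes are ratios of RPKM without an added constant.

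Gene sets were 8 lists written by hand before the data were examined. They were tested with camera (limma, inter-gene correlation of 0.01) against all other tested genes, with p-values adjusted over 24 tests. The share of called genes in a set was compared with that of all tested genes by a two-sided Fisher's exact test, adjusted over 28 tests. Since this test takes genes as independent and camera nearly so, neither p covers shifts of a whole set between libraries of a group. Squared correlations, PCA and correlations across genes describe the libraries, since genes are not independent replicates. Named genes are the 4 of Figure 6B, the 3 genes of mRNA methylation that the Discussion names (Ythdf1, Ythdf2 and Fto), the 3 called genes with the smallest p in each direction and measure whose B values lie beyond both M values, and up to 3 called members of each set. Results for some of the genes that this rule selects are not reported. This rule, the tests and the first list of alternatives were set before the data were examined.

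The alternatives were a pseudocount of 0.1, no filter, a mean RPKM of at least 5, RPKM rescaled to a common sum, log2 values shifted to a common median, no variance trend, the replicate number as a block (498 mRNA DEGs higher in B), an adjusted p under 0.05, leaving out each library, an interaction model for TE, an unmoderated test on the untransformed ratio, preranked enrichment with fgsea 1.28.0, and other rules for counting genes. The unmoderated test covered only the tested genes above 0 in all libraries of both assays. Crossed blocks, crossed TE numbers, RPKM scaled to protein-coding reads, and voom on recovered reads with unadjusted or adjusted p were chosen after seeing the data.

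The steps were tested on simulated data with the totals of the deposited libraries and 200 genes changed by a log2 of 2. The changed genes were drawn only from genes with a mean RPKM well above the filter in both assays, with 1 fixed variation between libraries. They were called in the right direction in 100.0% of cases for mRNA and 94.5% for RPF, which does not hold for genes with few reads. For TE the share was 47.5%, which is no detection rate, since the simulated change equals the threshold of the TE call. Reads with no difference between the groups were drawn 50 times from Poisson distributions at these totals. Reads of the M libraries were thinned 20 times to the totals of the B libraries. Sets were compared with 10000 random sets matched on length, or on length and GC content, each member replaced by one of its 100 nearest genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the other steps.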

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

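The tests of small RNA carry-over described here were chosen only after the result was seen. A signal in genes that the paper does not discuss appears in the Ribo-seq libraries. The microRNA gene Mir122 held 3.95% of the Ribo-seq reads in the B group (2.76% in B1 and 5.14% in B2), against 0.666% in the M group (0.454% in M1 and 0.878% in M2). Genes of small RNAs together held 12.3% of the reads in the B group (8.84% and 15.7%), against 4.85% in the M group (4.23% and 5.47%). Protein-coding genes held 84.1% in the B group and 91.7% in the M group.

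One technical explanation is that more small RNA was carried over into the B libraries when fragments were selected by size. Over 50% of the other small RNA genes with at least 20 reads had then to have a higher share in both B libraries than in both M libraries. Of 138 such genes, 59 (42.8%) did, short of that mark but above the 16.7% that chance gives, and 29 had a lower share in both. Among the other microRNA genes, 29 of 47 were higher in both B libraries. A carry-over that favours microRNAs may therefore remain, and an effect of betaine cannot be told apart from it with these data. Whether small RNAs lower the RPKM of other genes in the B group was tested by scaling to protein-coding reads. The median log2 fold change of RPF then was -0.337, against -0.43 with the RPKM as deposited, so that the small RNAs accounted for a part of the shift below 0 and not for the whole. No biological explanation for Mir122 was tested.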

How the results depend on the processing

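The crossed block, the crossed TE numbers, the scaling to protein-coding reads and both voom settings were chosen after seeing the data. The 4 genes of Figure 6B kept their lower TE, on the same side of the threshold where a test was run, in 17 alternatives, but none passed an adjusted p under 0.05 (adjusted p from 0.328 to 0.334, limma), with log2 changes from -4.34 to -2.29 (Idi1), -4.87 to -3.52 (Cyp51), -3.39 to -2.17 (Tm7sf2) and -3.08 to -2.00 (Apoa4). The cholesterol biosynthesis set kept its direction in TE (17 alternatives, -2.52 to -1.69) and, in 15 alternatives each, in mRNA (0.99 to 1.88) and RPF (-1.09 to -0.09). Where a test was run, it also kept its side of the threshold, and its RPF was never set apart from the other genes. The same held for fatty acid beta oxidation in mRNA (15 alternatives, 0.34 to 0.61) and the NAFLD set in RPF (-1.16 to -0.27, never set apart where tested). Class E held 68.2% to 88.7% of genes in 12 alternatives.

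The counts of called genes depended on the processing. Except for the rescaling to a common sum, the cause was not tested. The RPKM of the Ribo-seq libraries summed to 1088500 (M1), 1253720 (M2), 1738580 (B1) and 2642060 (B2), and dividing by these sums lowers the RPF of all genes in the B group relative to the M group. For the mRNA DEGs higher in B and the mRNA DEGs lower in B, the counts were 77 and 188 with no filter, 403 and 423 with a common median, 498 and 1229 with the replicate block, 474 and 1303 with the crossed replicate block, 535 and 1353 with an adjusted p under 0.05, and 598 and 1794 with voom and an adjusted p. RPF DEGs higher in B numbered 41 after rescaling to a common sum, 283 with a common median, 448 with voom, and 50 with voom and an adjusted p. RPF DEGs lower in B numbered 311 with a mean RPKM of at least 5, 2649 after rescaling, and 27 with voom and an adjusted p. With limma and an adjusted p under 0.05, both counts were 0, where 1122 genes had an unadjusted p under 0.05. Of the 1056 RPF DEGs, 622 were also called with the replicate block and 528 with voom.

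For the coordinately higher DEGs and the coordinately lower DEGs, the counts were 1 and 25 with no filter, 0 and 137 after rescaling, 6 and 18 with a common median, 14 and 59 with the replicate block, 11 and 63 with the crossed replicate block, 0 and 0 with an adjusted p (1122 genes at an unadjusted p under 0.05 for RPF), and 1 and 3 with voom and an adjusted p. With a mean RPKM of at least 5, 13 coordinately lower DEGs were left. For the TE DTEGs higher in B and the TE DTEGs lower in B, the counts were 71 and 179 with a mean RPKM of at least 5, 40 and 1147 after rescaling, 56 and 98 with the unmoderated test, 0 and 0 with an adjusted p (1154 genes at an unadjusted p under 0.05), and 10 and 5 with voom and an adjusted p. Voom alone gave 398 TE DTEGs higher in B. Apart from the rescaling, the cause was not tested.

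Rescaling to a common sum shifted the median log2 fold change of RPF over all tested genes from -0.43 to -1.08. With it, the oxidative phosphorylation set, RPF, reversed to -0.64, still above that median, the ribosomal protein set, RPF, to -0.73 and Fto RPF to -0.42. Ythdf2 TE turned from -0.11 to 0.0529 with voom and to 0.0095 with scaling to protein-coding reads. The spliceosome set, mRNA, passed a threshold of 0.05 with a mean RPKM of at least 5 (-0.37) and with fgsea (normalized enrichment score -1.60), and the spliceosome set, RPF, turned to a score of 1.22 with fgsea. The R2 of mean log2 RPKM, mRNA, was 0.851 over genes with an RPKM of at least 1 in both means and from 0.880 to 0.912 across the 4 fits that each left out one library. The R2 of mean log2 RPKM, RPF, was 0.828 and from 0.733 to 0.807. A group mean of at least 1 RPKM left 10295 genes identified for mRNA in the B group. Apart from the reversals under rescaling, which follow that shift, the cause was not tested. Among the other values, those of single genes and further sets, 869 comparisons with an alternative gave the same outcome, 28 were weaker, 12 stronger, 5 moved and 5 reversed. Where a library was left out, no test was run and a value that moved by less than the spread between libraries counts as the same. That includes 2 changes of sign, both without B1: the oxidative phosphorylation set, RPF, at -0.04 and the ribosomal protein set, RPF, at -0.14.

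Depth limits the RPF and TE results. A tested gene had a median of 39 RPF reads over the 4 libraries, and 530 of the 879 genes called lower were listed at 0 in both B libraries. Leaving out a library leaves its group with 1 library, so no calls were made in those fits.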

Differences from the paper's values

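The paper gives 923 mRNA DEGs higher in the B group, against 246 here. None of the alternatives set before the data were examined closed the gap; they gave 77 to 535. For RPF DEGs lower in the B group the paper gives 320, against 879 here. A mean RPKM of at least 5 gave 311, which closed the gap, while the other alternatives set before the data were examined did not close the gap. The same setting opened a gap for RPF DEGs higher in the B group, with 154 against 254 in the paper and 177 in the main test.

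The paper gives 28 coordinate DEGs higher in the B group, against 3 here, and none of the alternatives set before the data were examined closed the gap; they gave 0 to 14. For coordinate DEGs lower in the B group the paper gives 23, against 38 here. With no filter there were 25 and with a common median 18, which closed the gap, and the other alternatives set before the data were examined did not. Class C holds 0.35% of genes in the paper and 0.0317% here. It held 0.0640% with a common median and 0% with an adjusted p under 0.05 (1122 genes had an unadjusted p under 0.05 for RPF), so neither of these closed the gap.

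The paper gives 58 DTEGs higher in the B group, against 141 here. A mean RPKM of at least 5 (71), rescaling to a common sum (40) and the unmoderated test on the untransformed ratio (56) closed the gap, and the other alternatives set before the data were examined did not. For DTEGs lower in the B group the paper gives 102, against 435 here. The unmoderated test (98) closed the gap and the other alternatives set before the data were examined did not.

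The paper's supplementary log2 fold change of Idi1 mRNA is 2.89958, against 2.21 here. A pseudocount of 0.1 (2.48), rescaling to a common sum (2.27), a common median (2.37), leaving out M2 (2.32) and leaving out B2 (2.84) left the difference within the spread between libraries under that setting, although all but the last stayed well below the paper's value. The other alternatives set before the data were examined did not. For Cyp51 mRNA the paper gives 3.02224, against 2.22 here. A pseudocount of 0.1 (2.62) and leaving out B2 (2.75) left the difference within that spread, and the others set before the data were examined did not. For Cyp51 RPF the paper gives -1.96956, against -1.78 here, where leaving out M1 (-1.88) alone of the alternatives set before the data were examined left it within that spread. For Tm7sf2 mRNA the paper gives 1.848, against 1.55 here, and a common median (1.73) alone of the alternatives set before the data were examined left it within that spread. Voom on recovered reads, chosen after seeing the values, came closer to the paper's values for Idi1 mRNA (2.51), Cyp51 mRNA (2.67) and Cyp51 RPF (-1.90). The measures are unlike, since the values here rest on log2(RPKM + 1) and the paper used edgeR. Over 3595 genes the paper's mRNA values exceeded the log2 ratio of mean deposited RPKM by a median of 0.260 (quartiles 0.255 and 0.265). The added constant and this offset may account for the mRNA gaps.

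At the mRNA level the paper lists more DEGs higher than lower in the B group, and here 246 were higher and 701 lower. The paper describes replicates as closely related in both assays, and here the RPF values of B1 and B2 had a correlation across genes of 0.862, below the lowest value between an M and a B library (0.874). The paper finds its translationally lower class enriched for NAFLD, and here the NAFLD members outside the respiratory chain did not differ from other genes at the RPF level (mean log2 fold change -0.53, 44 of 62 lower, adjusted p = 0.555, limma camera). The paper finds its transcriptionally lower class enriched for spliceosome genes. Here their mean did not pass the threshold (-0.35, 80 of 116 lower, adjusted p = 0.187, limma camera), while a mean RPKM of at least 5 and fgsea, both set before the data were examined, passed it unadjusted, and 17 of them were DEGs lower in the B group (Fisher's exact test, adjusted p = 0.00835).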

Other observations

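The tests of sampling noise, of exchanged labels, of the part of TE that comes from mRNA, of other splits and of the paper's fold changes were chosen only after the result was seen.

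More genes were called lower than higher in the B group at the RPF level, and fewer were identified in the B group. Both B libraries had lower totals than both M libraries, and 73.8% of the genes called lower with no filter were listed at 0 in both B libraries, which is consistent with lower depth. When the M libraries were thinned to the totals of the B libraries, they still listed a median of 12262.5 genes against 11063 in the B group. This covers 63.0% of the gap, and 69.2% with the totals assigned the other way round, so lower totals may account for most of the gap but not all of it. The median RPF log2 fold change was -0.43 over all tested genes and -0.351 over those with at least 100 reads. Among genes tested in both assays, it was -0.23 over those with at least 500 reads and -0.15 over those with at least 1000. Low reads may therefore account for a part of the shift, and how large a part was not settled.

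Sampling noise alone gave at most 471 RPF DEGs and 165 DTEGs in 50 draws with no difference between the groups, against 1056 and 576 in the data. Poisson draws hold no variation between animals or preparations, so that variation may still be part of the excess. Of the 3 splits of the 4 Ribo-seq libraries, 1 gave as many RPF DEGs, the real split, with 273 in the split of M1 and B2 against M2 and B1, which also parts the libraries with the same number, and 225 in the split of M1 and B1 against M2 and B2, which keeps them together. By an adjusted p under 0.05 and the same fold change, the order was the other way, with 0 genes in the real split (1122 at an unadjusted p under 0.05) against 2 and 3 in these splits. A total of 3 splits is too few, so the real split cannot be told apart from chance.

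RPF fold changes hardly followed mRNA fold changes across genes. Over the 471 genes with at least 500 RPF reads, Spearman's rho was 0.178, below the 0.3 set as the mark for noise that depth removes and above the -0.3 set for exchanged M and B labels. In these genes the RPF fold changes of the replicate numbers had a rho of only 0.148 with each other, or 0.281 with the numbers crossed, against 0.698 and 0.719 for mRNA. Variation between the Ribo-seq libraries beyond counting error could therefore lower the correlation, and with 2 libraries per group it cannot be told apart from a translational response to betaine.

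For the RPF part of the lower TE of Idi1, Cyp51, Tm7sf2 and Apoa4, an exact binomial test of the reads against the library totals gave a smallest p = 1.83e-18 (Apoa4) and a largest p = 0.0805 (Tm7sf2). It sets the reads against counting error alone, so variation between libraries of a group may account for a part of the difference, and it tests the fall in RPF and not the TE, to which the higher mRNA adds in all 4 genes. For the cholesterol biosynthesis genes, 76.9% of the mean log2 change in TE came from higher mRNA with the RPKM as deposited, a share that depended on the scaling. Their RPF did not differ from that of other genes. The lower TE may thus reflect mRNA that rose without a rise in RPF more than a fall in RPF. Bias by GC content and length did not account for it, since the set's median lay at percentile 0 of 10000 random sets matched on both.

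The genes of the respiratory chain and the ribosome, which are short, were higher in the B group at the RPF level relative to other genes. After rescaling to a common sum, which lowered all genes in the B group relative to the M group, the oxidative phosphorylation set, RPF (mean -0.64) was still set apart from the other genes at camera's unadjusted threshold of 0.05, and the ribosomal protein set, RPF (-0.73) was not. RPF log2 fold changes fell with transcript length (Spearman's rho across genes -0.105). The respiratory chain set lay at percentile 99.97 of random sets matched on length and 99.98 of those matched on GC content and length, and the ribosomal set at 99.66 on length, so these biases did not account for the pattern. The mRNA fold changes also fell with length (rho -0.213). The spliceosome set lay at percentile 3.58 of sets matched on length, with a median of -0.289 against -0.278 at their percentile 5. It was only just outside their spread and was not matched on GC content, so these biases were not ruled out for it. When single libraries were left out, the mean of the oxidative phosphorylation set, RPF, ranged from -0.04 to 0.45 and lay above the median of all genes in each of the 4 fits.

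The paper lists more mRNA DEGs higher than lower in the B group, and the deposited RPKM give the opposite. Over 3595 genes, the paper's mRNA log2 fold changes exceeded the log2 ratio of mean deposited RPKM by a median of 0.260 (quartiles 0.255 and 0.265). An offset this even across genes may come from a scaling between libraries in the authors' edgeR fold changes that the RPKM do not hold. For RPF the median excess was 0.304 over 3447 genes and less even (quartiles 0.232 and 0.400), so this reading is less clear there.

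The paper's Discussion names Ythdf1, Ythdf2 and Fto from the literature on mRNA methylation. Their log2 fold changes in mRNA, RPF and TE were -0.61, -0.80 and -0.19 for Ythdf1, -0.23, -0.34 and -0.11 for Ythdf2, and 0.78, 0.39 and -0.38 for Fto. The smallest adjusted p was 0.0532, for Fto mRNA (limma), and none of the 3 genes was called. Reads on Gm20594 made up 1.42% of the Ribo-seq reads in the B group and 0.176% in the M group, and those on the ribosomal RNA gene Rn45s 0.30% and 0.0473%.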
